# Comparative analysis of the testes from wild-type and *Alkbh5*-knockout mice using single-cell RNA sequencing

**DOI:** 10.1093/g3journal/jkac130

**Published:** 2022-06-02

**Authors:** Shihao Hong, Xiaozhong Shen, Chunhai Luo, Fei Sun

**Keywords:** single-cell RNA-seq, spermatogenesis, *Alkbh5*, mouse testis, m6A methylation

## Abstract

The RNA demethylase ALKBH5 is regarded as the “eraser” in N6-methyladenosine modification. ALKBH5 deficiency causes male infertility in mice; however, the mechanisms that confer disruption of spermatogenesis are not completely clear. In this study, we profiled testis samples from wild-type and *Alkbh5*-knockout mice using single-cell RNA sequencing. We obtained single-cell RNA sequencing data of 5,596 and 6,816 testis cells from a wild-type and a knockout mouse, respectively. There were differences detected between the transcriptional profiles of the groups at various germ cell developmental stages. This ranged from the development of spermatogonia to sperm cells, in macrophages, Sertoli cells, and Leydig cells. We identified the differentially expressed genes related to spermatogenesis in germ cells and somatic cells (Sertoli cells and Leydig cells) and evaluated their functions and associated pathways, such as chromatin-related functional pathways, through gene ontology enrichment analysis. This study provides the first single-cell RNA sequencing profile of the testes of ALKBH5-deficient mice. This highlights that ALKBH5 is an important gene for germ cell development and spermatogenesis and offers new molecular mechanistic insights. These findings could provide the basis for further research into the causes and treatment of male infertility.

## Introduction

Mammalian spermatogenesis is a complex process of cell differentiation. The process is divided into 3 main stages: mitosis of spermatogonia, meiotic division of spermatocytes, and spermiogenesis (de Rooij 2001; Griswold 2016). In the mitosis stage, spermatogonia produce 2 types of cells through mitosis. One type of cell does not enter the spermatogenesis cycle and retains the ability of mitosis, whereas the other type differentiates and gives rise to primary spermatocytes (Lin and Tong 2019). Next, primary spermatocytes become secondary spermatocytes through meiosis I, and the secondary spermatocytes then form round spermatids through meiosis II (Handel and Schimenti 2010). Finally, the round spermatids differentiate into elongated spermatids accompanied by extensive morphological changes, transforming into mature sperms (Kumar *et al.* 2018).

Gene expression during spermatogenesis is finely regulated at both the transcriptional and posttranscriptional levels. At both of these levels, RNA modification is an extremely important regulatory process. N6-methyladenosine (m6A) is the most common nucleotide modification in mRNA (Yue *et al.* 2015) and is critical during spermatogenesis. Knockout (KO) mice lacking the m6A writer (*Metll3*) (Xu *et al.* 2017; Yang *et al.* 2017), eraser (*Alkbh5*) (Zheng *et al.* 2013; Tang *et al.* 2018), or reader (*Ythdc2*) (Hsu *et al.* 2017; Wojtas *et al.* 2017) genes have dysfunctions in spermatogenesis that lead to male infertility. Among these genes, the mammalian RNA demethylase *Alkbh5* shows the highest expression in the mouse testes and is related to RNA metabolism and mouse fertility. Global inactivation of the *Alkbh5* gene results in males that are infertile due to apoptosis in the spermatogenic tubules (Zheng *et al.* 2013). Male mice deficient in ALKBH5 showed increased m6A markers in the RNA (Zheng *et al.* 2013). KO mice appeared anatomically normal and lived into adulthood but exhibited impaired spermatogenesis with compromised production of pachytene spermatocytes and round spermatids (Zheng *et al.* 2013). The m6A demethylation dependent on *Alkbh5* controls the splicing and stability of long 3′-untranslated region mRNAs in male germ cells. KO mice have smaller testes, the morphology of seminiferous tubules is disordered, and the number of sperm cells decreases significantly (Tang *et al.* 2018). However, the mechanism by which *Alkbh5* exerts these effects remains unclear.

The transcriptome of *Alkbh5* KO and wild-type (WT) mice has not yet been compared because of the challenges in analyzing bulk RNA-seq data with such samples. Single-cell RNA sequencing (scRNA-seq) technology has an advantage over bulk sequencing with whole-tissue analysis. It enables the evaluation of gene expression at the single-cell level and offers unprecedented insight into cellular heterogeneity (Suzuki *et al.* 2019). The morphological changes in *Alkbh5* KO mice have been identified; however, the mechanisms at the single-cell level that leads to spermatogenesis disorders have not been elucidated. To better understand this mechanism, in this study, we performed the scRNA-seq analysis of 2 testes: one from a WT adult mouse with normal fertility and another from a mouse with *Alkbh5* KO and exhibiting fertility defects. We compared the gene expression levels and associated functions of the genes differentially expressed between the 2 groups at the single-cell level, to understand the influence of ALKBH5 protein deficiency on mouse spermatogenesis.

## Materials and methods

### Animals and treatment

All animal experiments in this study were approved by the Institutional Review Board of Nantong University (Nantong, China). Mice were housed under specific pathogen-free conditions in a temperature- and humidity-controlled animal facility, with a 12-h:12-h light:dark cycle (6:00 AM to 6:00 PM). *Alkbh5*^+/−^ mice were a gift from Dr Yamei Niu, Institute of Basic Medical Sciences, Chinese Academy of Medical Science, and were purchased from Jackson Labs. Heterozygous *Alkbh5* mice were crossed to produce homozygous *Alkbh5* mice. WT and KO mice were sacrificed at 12 weeks and the testes were harvested to be measured, weighed, and photographed.

### Western blot assay

The testes from 12-week-old adult WT and KO mice were lysed using RIPA lysis buffer. The protein concentration was quantified using the BCA Protein Assay Kit (P10012; Beyotime Biotechnology). Equal amounts of the total proteins were separated on a 12% SDS-PAGE and then transferred onto a polyvinylidene difluoride membrane. The membranes were blocked in 5% skim milk solution for 1 h at 37°C and then incubated overnight with primary anti-Alkbh5 (1:500, HPA007196; Sigma) and β-tubulin (1:3,000, ab108342; Abcam) at 4°C. The following day, the membranes were washed with PBS 3 times and incubated with goat anti-rabbit HRP (1:5,000, ab205718; Abcam) at 20°C for 1 h. Proteins were finally visualized using an Odyssey infrared imaging system (Li-Cor Biosciences).

### Histological analysis

Testes and epididymis of WT and KO mice were fixed in 4% paraformaldehyde overnight at 4°C and then embedded in paraffin. The tissues were cut into 5-μm-thick sections, mounted on glass slides, and deparaffinized. The testicular sections were stained with periodic acid–Schiff (PAS) and Epididymal sections were stained with hematoxylin and eosin (H&E). Standard light micrographs were taken using a microscope (DM2000; Leica).

### Immunofluorescence

Paraffin sections of the testes were boiled in sodium citrate buffer (0.01 M, pH 6.0) for 10 min. The sections were blocked with 5% BSA in PBST for 1 h at 37°C and then incubated with primary anti-Alkbh5 (1:150, HPA007196; Sigma) antibodies at 4°C overnight. The sections were washed with PBS and then incubated with goat anti-rabbit Alexa Fluor 488 (1:500, A11034; Thermo Fisher) at 37°C for 1 h. Finally, slides were mounted using DAPI and viewed under the fluorescent microscope (Axio Imager M2; Zeiss).

### TUNEL assay

Testicular sections (20 µm) from 12-week-old adult WT and KO mice were used for TUNEL staining, according to the manufacturer’s instructions (TUNEL BrightRed Apoptosis Detection Kit, A113-0; Vazyme). The testicular sections were incubated with proteinase K for 20 min at 37°C and then with equilibration buffer (1× TdT) for 30 min at 37°C. Finally, TUNEL reaction mixture and DAPI were used for staining, and the images were visualized with a fluorescence microscope (Axio Imager M2; Zeiss). Random seminiferous tubules (*n* = 100) were quantified in the TUNEL-positive cells from each testis.

### Real-time quantitative PCR

Total RNA from WT and KO mice testicular tissues were extracted by TRIzol reagent (15596026; Thermo Fisher). Then, 1 μg of total RNA was reverse transcribed using the cDNA Reverse Transcription kit (6110A; Takara). Quantitative Real-Time PCR was performed using TB Green™ Premix Ex Taq™ II (RR420A; Takara) on a LightCycler 96 Real-Time PCR System (Roche), according to the manufacturer’s instructions. All primers for genes are listed in Supplementary Table 1 and were synthesized by Genewiz (Suzhou, China). Relative abundance of mRNA expression was calculated with the 2^−ΔΔCt^ method and normalized to β-actin mRNA expression levels.

### Tissue dissociation and preparation

Three unilaterally decapsulated testes were dissected from 3 adult WT and 3 adult KO mice. The fresh testicular tissues were stored in the sCelLiveTM Tissue Preservation Solution (Singleron Biotechnologies) on ice within 30 min after the surgery. The tissues were washed with Hanks’ Balanced Salt Solution thrice and then digested with 2 ml sCelLiveTM Tissue Dissociation Solution (Singleron Biotechnologies) using the Singleron PythoN™ Automated Tissue Dissociation System (Singleron Biotechnologies) at 37°C for 15 min. The tissue lysate was centrifuged at 500 × *g* for 5 min, and the pellet was suspended gently with PBS. The samples were stained with trypan blue (T8154; Sigma), and the cellular viability was evaluated microscopically. Apoptotic or dead cells were discarded.

### Library construction and scRNA-seq

Single-cell suspensions were prepared at 1 × 10^5^ cells/ml in phosphate-buffered saline and loaded onto microfluidic devices (microfluidic chip; 1CellBio). The sequencing libraries were constructed with GEXSCOPE Single-Cell RNA Library Kit (Singleron Biotechnologies), according to the manufacturer’s instructions. The Qubit 2.0 fluorometer was used for preliminary quantification. The library was diluted to 1.5 ng/μl. The Agilent 2100/4200 bioanalyzer was used to detect the insert size of the library. After confirming that the insert size met the expectation, the effective concentration of the library was measured using quantitative polymerase chain reaction. Accurate quantification (the effective concentration of the library was higher than 2 nM) ensured the quality of the library. The different libraries were pooled, according to the effective concentration and quantity of target data for Illumina sequencing. The sequencing-by-synthesis principle was then applied. Fluorescently labeled dNTP and DNA polymerase were added to the flow cell for sequencing, and adaptor primers were used for amplification. After each sequencing, cluster extended the complementary strand, each time a fluorescently labeled dNTP was added to release the corresponding fluorescence, the sequencer captured the fluorescent signal and converted the light signal into a sequencing peak through computer software to obtain the sequence information of the fragment to be tested. Individual libraries were diluted to 4 nM and pooled for sequencing. The pools were sequenced on Illumina HiSeq X with 150-bp paired end reads at an average sequencing depth of 50K reads per sample.

### Raw data processing

The raw sequencing data were processed using an internal pipeline. Briefly, after filtering read 1 without poly T tails, cell barcode and UMI were extracted. Adapters and poly A tails were trimmed (fastp V1) before aligning read 2 to GRCh38 with ensemble version 92 gene annotation (fastp 2.5.3a and featureCounts 1.6.2) (Liao *et al.* 2014). Reads with the same cell barcode, UMI, and gene were grouped together to calculate the number of UMIs per gene per cell. The UMI count tables of each cellular barcode were used for further analysis. Cell-type identification and clustering analysis were performed using Seurat program (Butler *et al.* 2018).

### Downstream data analysis

The scRNA-seq data were analyzed using the pipeline of the R package Seurat (https://satijalab.org/seurat/, v.3.2.2) for the cell identification and clustering analysis (Butler *et al.* 2018; Stuart *et al.* 2019). The UMI counts matrix was loaded into R session using the function Read10X. There were 2 Seurat objects that were built respectively from the KO and WT samples. Cells that expressed more than 500 genes were retained. The standard workflow of Seurat V3 was employed to alleviate the batch effects and integrate data (Chothani *et al.* 2019). A total of 2,000 top variable features were identified after normalizing the UMI counts matrix. The Seurat function FindIntegrationAnchors was used and 20 dimensions were selected as parameters. The anchors were identified and data were integrated using the function IntegrateData. The subsequent steps followed the standard workflow for visualization and clustering applied to single samples. The function ScaleData was used for scalation of the matrix and 30 principal component dimensions were chosen for uniform manifold approximation (UMAP) and FindNeighbors analysis. After these steps, the function FindClusters was used to perform clustering analysis in the samples, with the parameter resolution set to 0.3. Previously established markers were used for the identification of each cell type (Jung *et al.* 2019). The function FindMarkers was used to identify the genes differentially expressed in the WT and KO samples, with the parameter min.pct set to 0.25. Gene ontology (GO) enrichment analysis of the differentially expressed genes was performed using the R package clusterProfiler (v 3.12.0) (Yu *et al.* 2012). Germ cells from KO samples were regarded as input and was preprocessed using Dynamo (version 1.0.0), and then, the velocity, differentiation potential, and acceleration of cells were analyzed (Qiu *et al.* 2022). Cell contact was analyzed by CellChat (version 1.1.3), and the raw expression matrices of KO samples and WT samples were regarded as input (Jin *et al.* 2021).

## Results

### *Alkbh5* KO causes impaired spermiogenesis in mice

*Alkbh5* mRNA is the highest expressed in the mice testes, and the global inactivation of the *Alkbh5* gene results in infertile males (Zheng *et al.* 2013). To examine whether *Alkbh5* gene was successfully knocked out, we performed western blot analysis to validate the absence of ALKBH5 protein in KO mouse testes (Fig. 1a). Target gene KO was additionally confirmed by immunofluorescence staining (Fig. 1b). Adult male *Alkbh5* homozygous KO mice were infertile. The testes of KO mice were smaller in shape and of lower quality compared to those of the WT mice (Fig. 1c). PAS staining of testis sections for histological analysis showed that testes of KO mice had increased vacuolation and a reduced number of spermatogenic cells in the seminiferous tubules (Fig. 1d). Hematoxylin and eosin staining of the caput and cauda epididymis revealed that the seminiferous tubules in KO mice had lost a substantial number of germ cells and contained few or no mature spermatozoa in the lumen (Fig. 1e). TUNEL staining further confirmed the significant increase in the numbers of apoptotic cells in the KO mouse testis (Fig. 1f). This phenotypic analysis revealed that ALKBH5 protein is essential for normal spermatogenesis in mice, in line with previous findings.

**Fig. 1.**
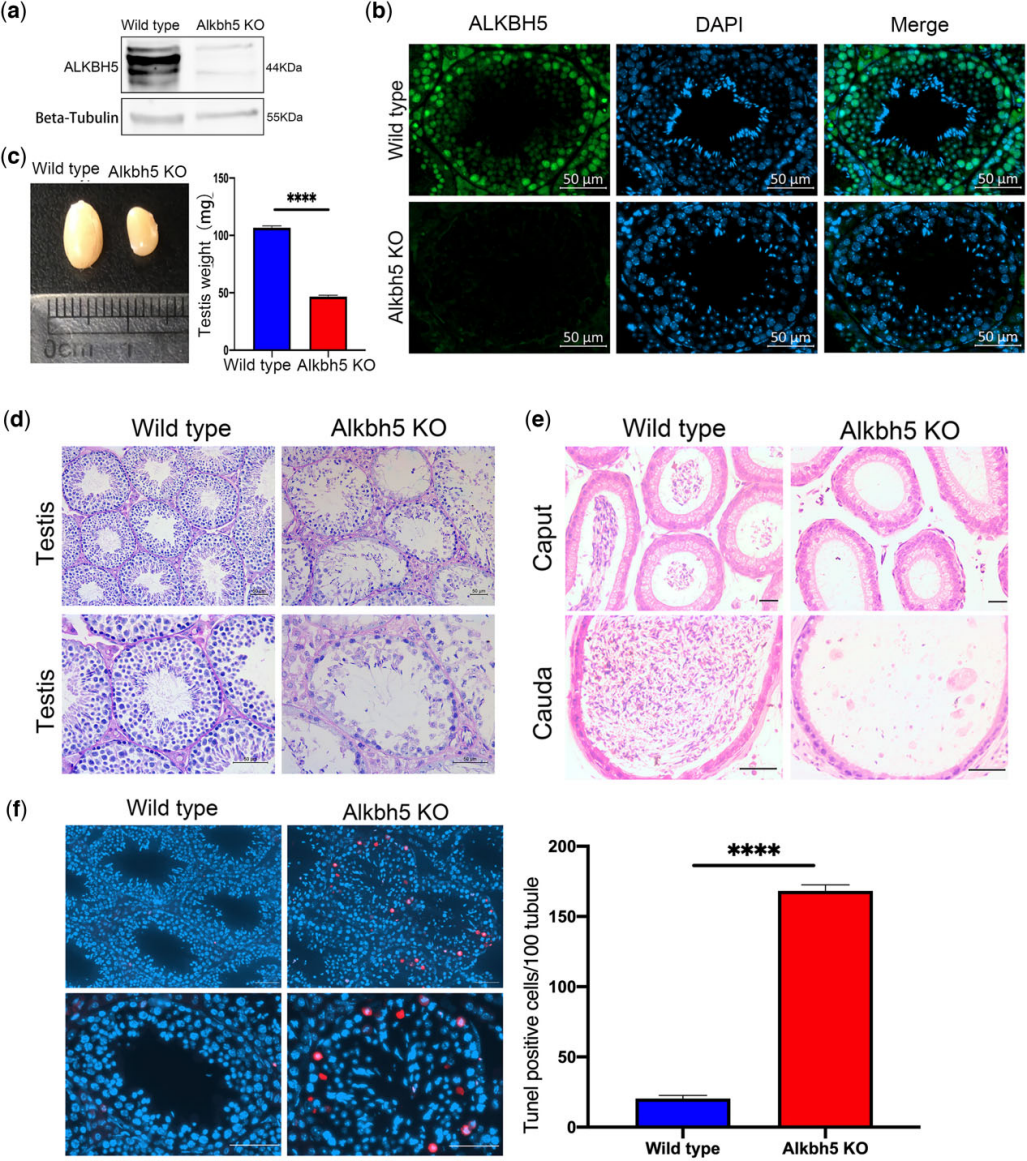
a) Western blots showing the efficiency of ALKBH5 protein KO. β-Actin served as a loading control. b) Immunofluorescence images of testis from 12-week-old WT and *Alkbh5* KO mice stained for ALKBH5 (green) and DAPI (blue) (scale bars: 50 μm). c) Left panel: representative testes gross morphology of 12-week-old WT control and age-matched *Alkbh5 KO* mice. Right panel: testis weights from WT and *Alkbh5* KO mice (*n* = 8 per group; ****P < 0.0001, Student’s *t*-test, error bars are ± SEM). d) Histological analysis with PAS of WT and *Alkbh5* KO mice testis (scale bars: 50 μm). e) WT and *Alkbh5* KO mice caput and cauda epididymis sections stained with H&E (scale bars: 50 μm). f) Left panel: immunofluorescence staining of TUNEL in WT and *Alkbh5* KO mice testis stained for TUNEL (red) and DAPI (blue) (scale bars: 50 μm). Right panel: quantification of TUNEL-positive cells in 100 seminiferous tubules from WT and *Alkbh5* KO mice (*n* = 3 per group; ****P < 0.0001, Student’s *t*-test, error bars are ± SEM).

### Single-cell transcriptional profiling of WT and KO testes and cell-type identification

After quality control, we obtained 5,596 cells from the WT testis sample and 6,816 cells from the KO testis sample (Supplementary Fig. 1). 

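The data were 1 single-cell RNA library from WT testis and 1 from KO testis. The introduction describes 1 mouse per genotype and the methods 3, so each library may pool several animals, and no difference between the genotypes given here has a replicate check. Each captured RNA molecule carried a cell barcode and a unique molecular identifier (UMI), and the authors deposited the number of UMIs counted for each gene and barcode, without normalization. The WT library held 5756 barcodes with 80283221 UMIs, and the KO library held 7012 barcodes with 82056760 UMIs. The median barcode had 10905.5 UMIs and 2646 genes in WT, and 9117.5 UMIs and 2647 genes in KO. The methods give the depth in reads per sample, whereas every value here rests on UMIs. All barcodes had more than 500 genes, so the stated filter removed none of them, and the step that left the cell numbers of the study was not repeated. The methods name the human build GRCh38, although the gene symbols are those of the mouse. Gene positions are therefore given from GENCODE vM21 on the mouse build GRCm38, matched by symbol. Counts were summed per library and cell class and expressed as UMIs per 1000000 UMIs of the class (CPM). Intervals of sums are exact Poisson 95% intervals, those of shares are exact Clopper-Pearson 95% intervals, and both cover counting error only. Alkbh5, a protein-coding gene on chromosome 11 from 60536381 to 60558512, had 607 UMIs (560 to 657) in the WT library and 5 (1.62 to 11.7) in the KO library. This corresponded to 7.56 and 0.0609 CPM, a log2 ratio of -6.96 (-8.58 to -5.73). With equal weight per cluster the log2 ratio was -7.98, the alternative that moved it most.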

Canonical correlation analysis, dimensionality reduction, and UMAP identified 11 main cell types based on the reported marker genes for the various cell types in the testis (Jung *et al.* 2019), including the germ cell types, from the spermatogonia to sperm, and the somatic cell types, including Leydig and Sertoli cells (Fig. 2, a and b, Supplementary Fig. 2, and Supplementary Table 2). 

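The 2 libraries were integrated with 2000 variable features and 20 anchor dimensions, and 30 principal components were clustered at resolution 0.3, the settings of the methods. This gave 16 clusters, which were named from marker genes, since cell names assigned by the authors were not used here. Each name is a rebuilt one, and any difference from the study may come from the names. The spermatogonia-like cluster was led by Crabp1, Sall4 and Dmrt1, and 16 of 20 markers were detected in it. Rad51ap2 and Prdm9 led the early spermatocyte-like cluster, a class kept apart here. Both late spermatocyte-like clusters had Pabpc6 or Piwil1 and Pou5f2 among their leading genes. The early-stage round spermatid-like cluster (20 of 20 markers) and the pair of mid-stage clusters (22 and 19 of 22 markers) had no marker among their 10 leading genes. Fam71b and Cst13 led the late-stage round spermatid-like cluster. The 4 sperm-like clusters had from 21 to 39 of 42 markers, and the one with the fewest was led by Car2, Tssk6, Spem1 and Oaz3. The somatic clusters were Leydig-like (Cyp17a1, Hsd3b1, Insl3), Sertoli-like (Cst9, Cst12, Cldn11), macrophage-like (Lyz2, Pf4, C1qc) and endothelial-like (Emcn, Cldn5). Possible doublets were kept, as the methods name no doublet removal, and Scrublet called 243 WT barcodes (4.22%) and 348 KO barcodes (4.96%). In the WT library, Alkbh5 was at 65.3 CPM in spermatogonia-like, 66.9 in early spermatocyte-like, 18.8 in late spermatocyte-like and 0.551 in sperm-like cells. It was at 23.9 CPM in WT Leydig-like cells and at 8.28 in WT Sertoli-like cells, the latter from 4 UMIs. No KO class had more than 2 Alkbh5 UMIs.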

The proportion and number of Leydig cells and Sertoli cells in the KO sample far exceeded those in the WT sample (Fig. 2c). In addition, the number and proportion of immune cells differed between the groups, with an increase in these cells in the KO sample (Fig. 2d).

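Leydig-like cells were 94 of 5756 WT cells, or 1.63% (1.32 to 1.99), and 1165 of 7012 KO cells, or 16.6% (15.8 to 17.5). The KO share was 10.2 times the WT share (8.24 to 12.7). The study's denominators were 5596 WT and 6816 KO cells, so its shares were taken over other totals. Sertoli-like cells were 50 WT cells, or 0.869% (0.645 to 1.14), and 490 KO cells, or 6.99% (6.40 to 7.61), a ratio of 8.04 (6.01 to 11.0). The alternative that moved the Leydig-like ratio most was clustering at resolution 0.8, which gave 11.4, and without integration the Sertoli-like ratio was 10.6. At resolution 0.8 a stromal fibroblast-like cluster of 16 WT and 84 KO cells separated from the other somatic cells, and a cluster of 101 WT and 68 KO cells stayed unnamed. Most cells of the Leydig-like and Sertoli-like clusters came from the KO library, and with 1 library per genotype such a cluster can reflect the library as well as the genotype.

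**Figure D1:**
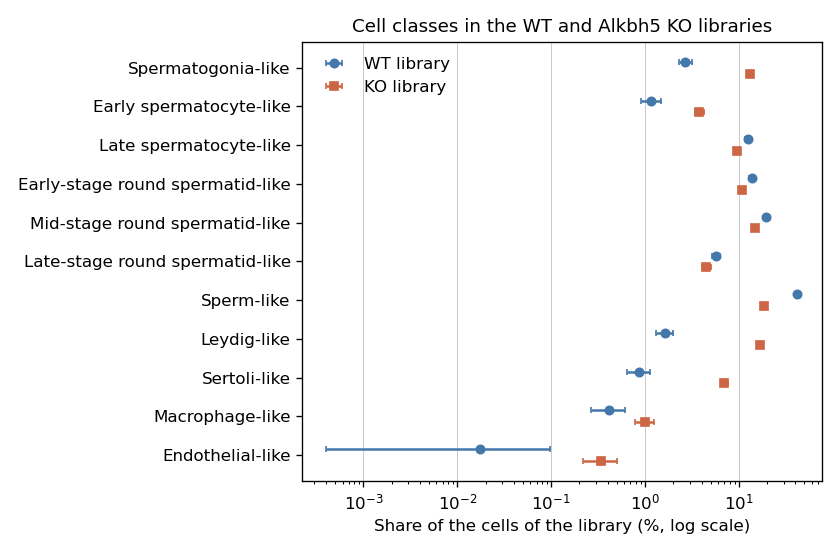
Share of the cells of each library (%, log scale) in each rebuilt cell class, with WT as circles, KO as squares and exact 95% Clopper-Pearson intervals as bars. Leydig-like cells lie at 1.63% in WT and 16.6% in KO, and sperm-like cells at 41.8% in WT and 18.6% in KO.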

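Macrophage-like cells were 24 WT cells, or 0.417% (0.267 to 0.620) of that library, and 70 KO cells, or 0.998% (0.779 to 1.26). The ratio of the shares was 2.39 (1.49 to 3.98). A minimum of 1000 genes per cell moved this ratio most, to 2.72. The cluster expressed 19 of 20 macrophage markers.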

**Fig. 2.**
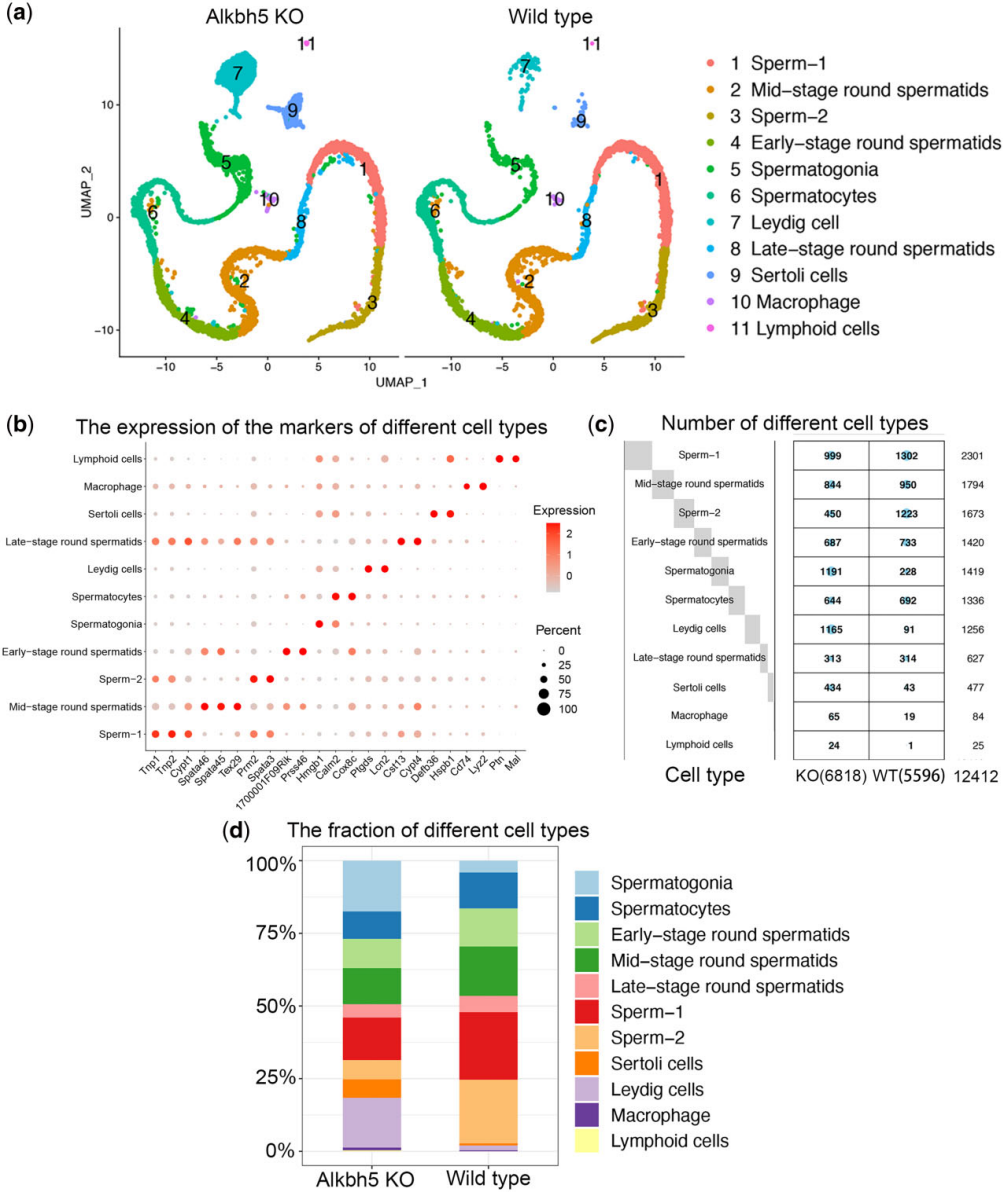
a) Visualization of scRNA-seq data by UMAP plots from WT (*n* = 5,596) and *Alkbh5* KO (*n* = 6,816) mice testis. UMAP projection of *Alkbh5* KO mice testis sample (left) and WT mice testis sample (right). b) Dot plot showing the expression of well-known gene markers in different cell types. c) Plot showing the calculation of the number of different cell types. The larger the blue dot, the greater the number of genes. d) Bar chart summarizing the fraction of different cell types in WT and *Alkbh5* KO mice testis.

### Differential gene analysis of germ cells revealed the mechanism of impaired spermatogenesis in the KO testis

To further analyze how knocking out *Alkbh5* affects the spermatogenesis process in the germ cells, we extracted germ cells from the datasets for differential gene expression analysis on the KO and WT samples. 

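The pooled germ cells comprised 5587 WT cells with 78442284 UMIs and 5263 KO cells with 66152734 UMIs. A gene passed the size criterion when it had a UMI in at least 25% of the cells of either genotype and its mean, with counts scaled to 10000 per cell, differed by at least 0.25 on the natural log scale of FindMarkers. Among 4604 genes with a UMI in enough cells, 529 were past the criterion between these 2 libraries with higher values in KO, and 269 with lower values. On simulated counts of germ cells, over 5092 genes, the criterion recovered 100% of the genes raised and of those lowered 3-fold and called 0 unchanged genes. All simulated cells were drawn from the summed WT counts, without stages or RNA from other cells. The 0 calls therefore cover counting error only. The alternative that moved the counts most was equal weight per germ cell cluster, with 68 genes higher and 20 lower, of which 47 and 19 were among the genes above. Within single clusters, the genes higher in KO ranged from 23 in a late spermatocyte-like cluster to 238 in a sperm-like cluster. The largest ratio belonged to Gm11942, a processed pseudogene on chromosome 4 whose reads may be shared with its parent gene, with 6 UMIs in WT and 1912 in KO (log2 ratio 8.56, 7.44 to 10.01). Aldh1l1 had 127 and 3445 UMIs, a log2 ratio of 5.01 (4.75 to 5.28). The ratios of Ptgds (4.43, or 3.78 without Scrublet doublets) and Lcn2 (2.95, or 2.61) belong to Leydig markers, and the 20 Leydig markers sat in spermatids and sperm at a median of 0.033% of their Leydig-like level in WT and 0.225% in KO. Rpl36a, on chromosome X, had a log2 ratio of 2.66, which was 0.21 with equal weight. Among genes lower in KO, 1700063D05Rik (a lincRNA on chromosome 9) fell from 7955 to 647 UMIs, a log2 ratio of -3.37. Gm10638, which overlaps Siah1a on the opposite strand and is uncertain for that reason, was at -2.42, Fxyd2 at -2.16, Chpt1 at -1.68 and Gm41177 at -1.59.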

The KO mice had 339 significantly upregulated genes and 80 downregulated genes, compared to that in the WT mice. Gene enrichment analysis of the differentially expressed genes showed that the downregulated genes in the KO sample reflected a slower developmental ability of germ cells compared to that in the WT sample (Fig. 3a and Supplementary Fig. 3). Moreover, the upregulated genes in the KO sample were mainly enriched in mRNA and chromatin-related functional pathways (Fig. 3b and Supplementary Fig. 4). 

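Lists of genes written by hand from general knowledge stood in for the ontology terms, and each list's median log2 ratio was placed among 10000 random lists of the same size and expression, as a description of these libraries. In pooled germ cells, 38 of 49 genes for the sperm flagellum and motility were lower in KO, with a median of -0.14, at percentile 2.21, where the median over all genes was 0.35. For spermatid development and chromatin condensation, 30 of 40 genes were lower, with a median of -0.14 at percentile 7.98. Equal weight per cluster moved the medians most, to -0.064 at percentile 4.31 and -0.10 at percentile 0.29. Within sperm-like cells the medians were 0.086 at percentile 57.6 and -0.035 at percentile 21.2, or 0.022 at percentile 19.5 and -0.053 at percentile 2.36 with equal weight per cluster, so their places among the random lists were not stable. Within late-stage round spermatid-like cells they were 0.014 at percentile 60.4 and -0.064 at percentile 14.7.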

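In pooled germ cells, 76 of 80 genes of the list on RNA splicing were higher in KO, with a median log2 ratio of 0.84 at percentile 100. Of the list on chromosome segregation and meiotic division, 61 of 65 genes were higher, with a median of 0.75, also at percentile 100. With equal weight per cluster the medians were 0.17 and 0.23. Within spermatogonia-like cells the splicing median was 0.15 (percentile 99.3) and the chromosome segregation median 0.081 (percentile 88.4). Splicing genes had a median of 0.50 within sperm-like cells (percentile 99.6), and chromosome segregation genes 0.15 within late spermatocyte-like cells (percentile 99.96).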

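Of the 529 germ cell genes higher in KO, 10 were mitochondrially encoded and 62 encoded ribosomal proteins, together 13.6%. Within single germ cell clusters, from 0 to 4 ribosomal protein genes were past the criterion as higher and from 1 to 9 as lower. More were lower than higher in every cluster except the spermatogonia-like (4 higher, 2 lower) and late-stage round spermatid-like (2 and 2) ones. Mitochondrially encoded transcripts made up 0.642% of germ cell UMIs in WT and 1.54% in KO, a ratio of 2.40, which was 1.40 with equal weight per cluster. Their share was higher in KO in 12 of 12 germ cell clusters, by 1.2 to 2.45 times. Ribosomal protein transcripts made up 3.30% in WT and 4.65% in KO, a ratio of 1.41, or 1.07 with equal weight. The 8 genes of the list of mitochondrially encoded proteins that had at least 10 UMIs had a median log2 ratio of 1.44 in pooled germ cells, 0.16 in spermatogonia-like cells (percentile 57.8) and 1.30 in sperm-like cells. Ribosomal protein genes had medians of 0.64 over 102 genes, 0.17 over 100 and 0.24 over 95 in the same order, and in spermatogonia-like and sperm-like cells these lay at percentiles 97.2 and 97.8.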

A large proportion of the upregulated genes in the KO samples were mitochondrial and ribosome-related genes (Fig. 3c). These findings suggested that ALKBH5-mediated m6A demethylation could play an important role in regulating chromatin opening, and its abnormal regulation leads to male infertility.

**Fig. 3.**
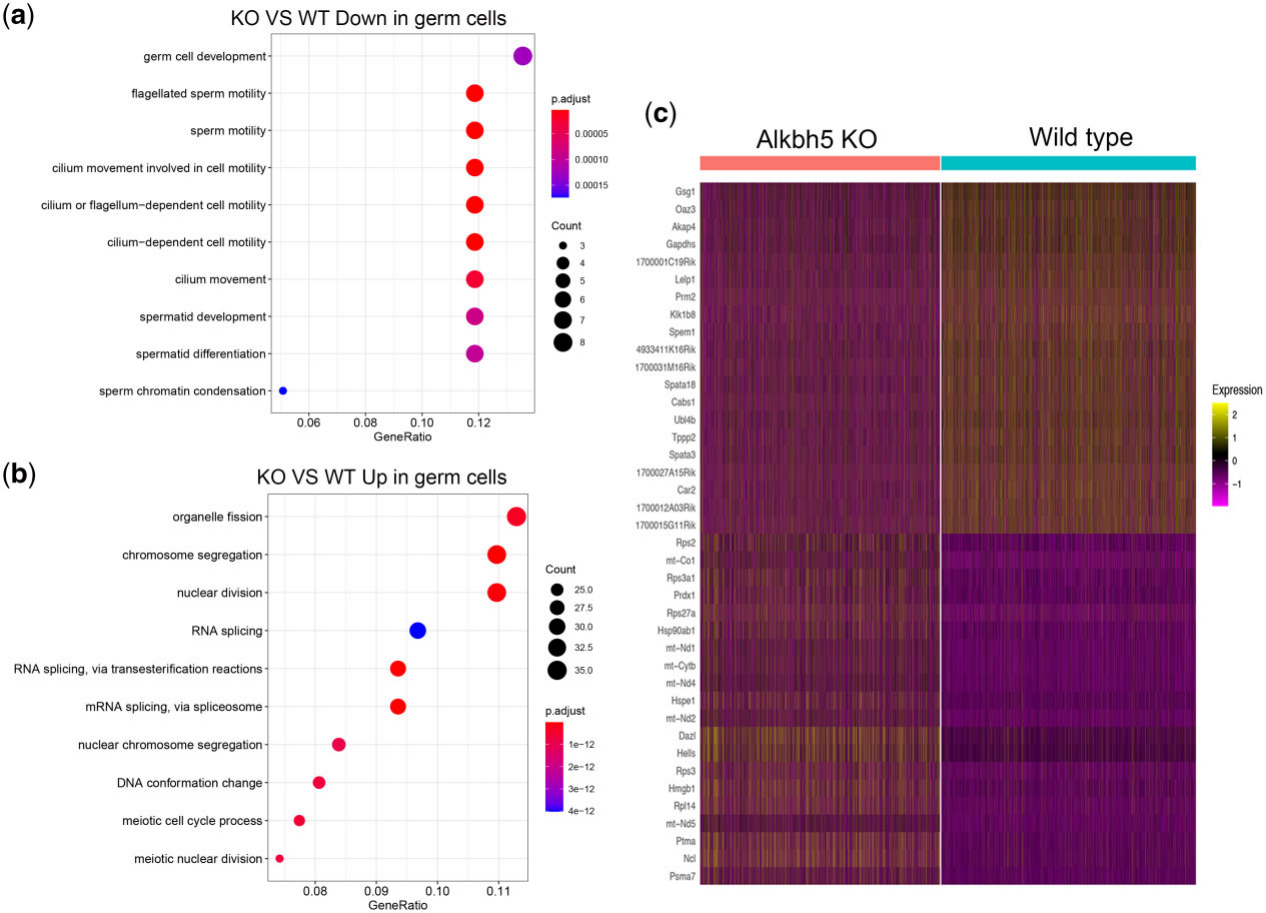
a) Biological process enrichment analysis of genes with downregulated germ cells in *Alkbh5* KO mice compared with WT mice. b) Biological process enrichment analysis of genes with upregulated germ cells in *Alkbh5* KO mice compared with WT mice. c) Heatmap of the top 20 differentially expressed genes in *Alkbh5* KO mice compared with WT mice.

### Dynamo analysis revealed the abnormality of germ cell differentiation

To further explore the differentiation process of germ cells after *Alkbh5* KO. We first extracted germ cells from KO dataset and then used Dynamo to simulate and analyze the differentiation process of cells after dimension reduction (Fig. 4a). Through RNA velocity analysis, we found that in the process of germ cell differentiation, some spermatogonia might not differentiate but de-differentiate or stagnate abnormally; at the same time, sperm differentiation was also abnormal (Fig. 4b). In the analysis of cell potential, the differentiation potential of most germ cells decreased with spermatogenesis (higher values corresponded to lower potential) (Fig. 4c). In the analysis of the acceleration of cell differentiation, we found that the acceleration decreases rapidly starting from the late-stage round spermatids (Fig. 4d).

**Fig. 4.**
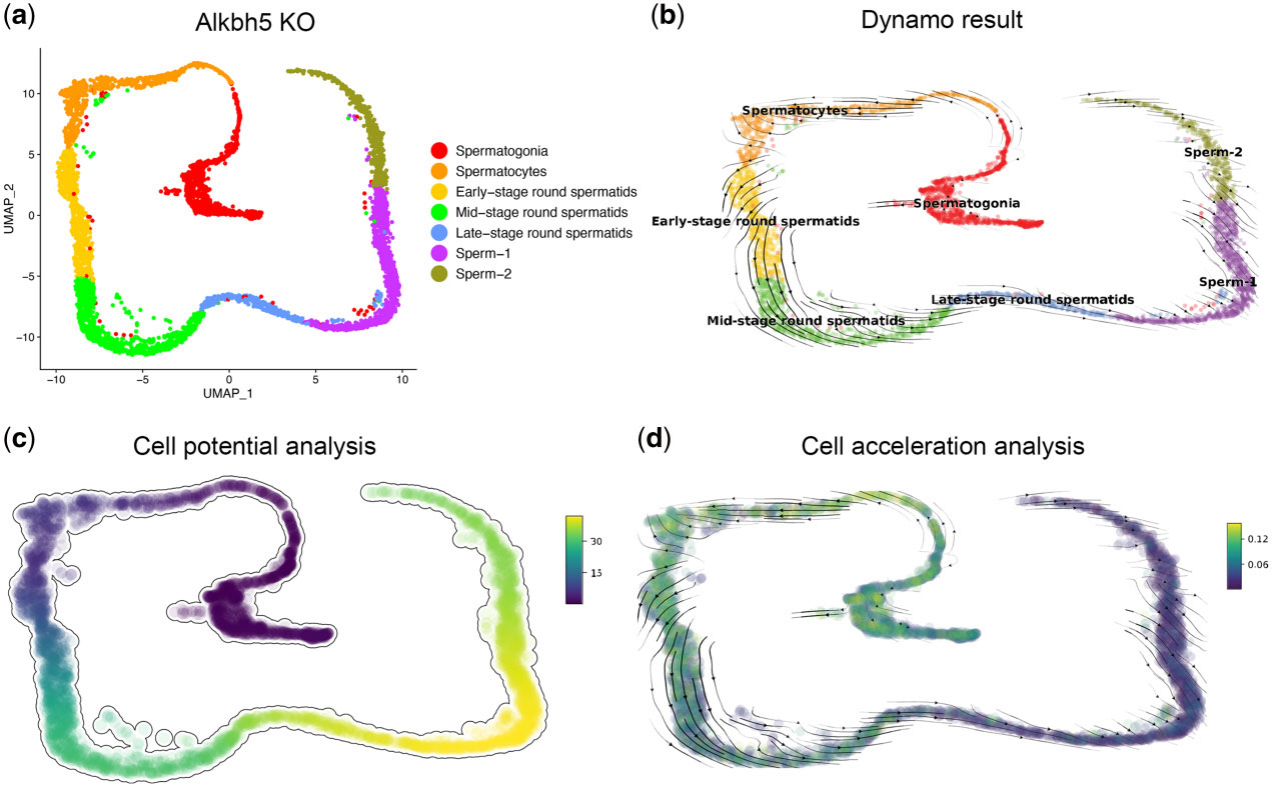
a) UMAP visualization of germ cells in KO mice. b) Visualization of RNA velocity of germ cell differentiation. c) Visualization of cell potential analysis of germ cells. d) Visualization of cell acceleration of germ cell differentiation.

### Differential analysis of Leydig and Sertoli cells revealed metabolic dysfunction in the KO testis

Somatic cells (Sertoli cells and Leydig cells) play critical roles in spermatogenesis (Shen *et al.* 2019). We performed differential gene expression and functional enrichment analyses on these 2 cell types. The KO mice had 31 significantly upregulated genes and 141 downregulated genes, in the somatic cells compared to that in the WT nice. 

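Somatic cells were the Leydig-like and Sertoli-like clusters together, with 144 WT cells (1528568 UMIs) and 1655 KO cells (15027902 UMIs), so the WT sums limit the precision. Among 3855 genes, 242 were past the size criterion with higher values in KO and 534 with lower values. On simulated counts of these cells, over 4498 genes, all genes changed 3-fold were recovered and 0 unchanged genes were called, which again covers counting error only. Leydig-like cells alone gave 103 genes higher and 174 lower, the alternative that moved the count of lower genes most. Sertoli-like cells alone gave 1761 higher and 866 lower, and moved the count of higher genes most. Of the 534 genes lower in KO, 264 were more than 5 times higher in germ cells than in somatic cells, and 270 remained without them. The 20 most abundant sperm-like transcripts sat in Sertoli-like cells at a median of 55.4% of their sperm-like level in WT and 15.7% in KO. The largest ratio was that of Gm11942, with 1 UMI in WT and 884 in KO (log2 6.49, 4.01 to 11.80), followed by Irf1 with 20 and 1958 UMIs (3.32, 2.69 to 4.03). Cd52 (2.98), Nfkbiz (2.92) and Cxcl1 (2.62) came next. The lowest were Itpr3os (-2.32), the pseudogene Tubb4b-ps1 (-2.23), 1700030C14Rik (-2.18), Pdzk1 (-2.17) and 1700021F07Rik (-2.11). Itpr3os and 1700030C14Rik are annotated as antisense genes and the paper's text does not say whether counting used the strand, so both are uncertain. Genes of the list of mitochondrially encoded proteins had a median log2 ratio of 0.24 over 10 genes (percentile 86.8), and ribosomal protein genes 0.18 over 101 genes (percentile 95.4).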

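In Leydig-like cells, 24 of 44 genes for steroid and sterol biosynthesis were higher in KO and 20 were lower. The median log2 ratio was 0.084, at percentile 97.8 of the random lists, where the median of all genes was -0.078. In the pooled somatic cells the median over the same 44 genes was 0.087, at percentile 36.3. In Sertoli-like cells, 31 of 42 genes were higher, with a median of 1.07 against 0.39 for all genes, over only 50 WT cells. WT Sertoli-like cells held more sperm-like transcripts than KO ones, so other genes can be higher in KO there without a change in Sertoli cells. RNA from Leydig-like cells was not tested as a source in this class.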

The downregulated genes in the KO sample were mainly enriched in steroid secretion-related functions, indicating that steroid secretion decreased with *Alkbh5* KO (Fig. 5, a and b). 

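The list on hormone, peptide hormone and cytokine signalling had 50 genes with at least 10 UMIs in somatic cells, of which 40 were higher in KO. Their median log2 ratio was 0.51, at percentile 99.99. The median was 0.28 over 44 genes in Leydig-like cells (32 higher) and 1.40 over 41 genes in Sertoli-like cells (28 higher), both at percentile 100. In Sertoli-like cells abundant sperm-like transcripts sat at a median of 55.4% of their sperm-like level in WT and 15.7% in KO. Their fall can raise genes of other kinds above random lists, so the Sertoli-like place, and in part the pooled one, may not concern hormone signalling.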

The upregulated genes in the KO sample were enriched in hormone signaling pathways; this could explain the significant increase in the number and proportion of Leydig cells and Sertoli cells in the KO sample (Fig. 5, c and d).

**Fig. 5.**
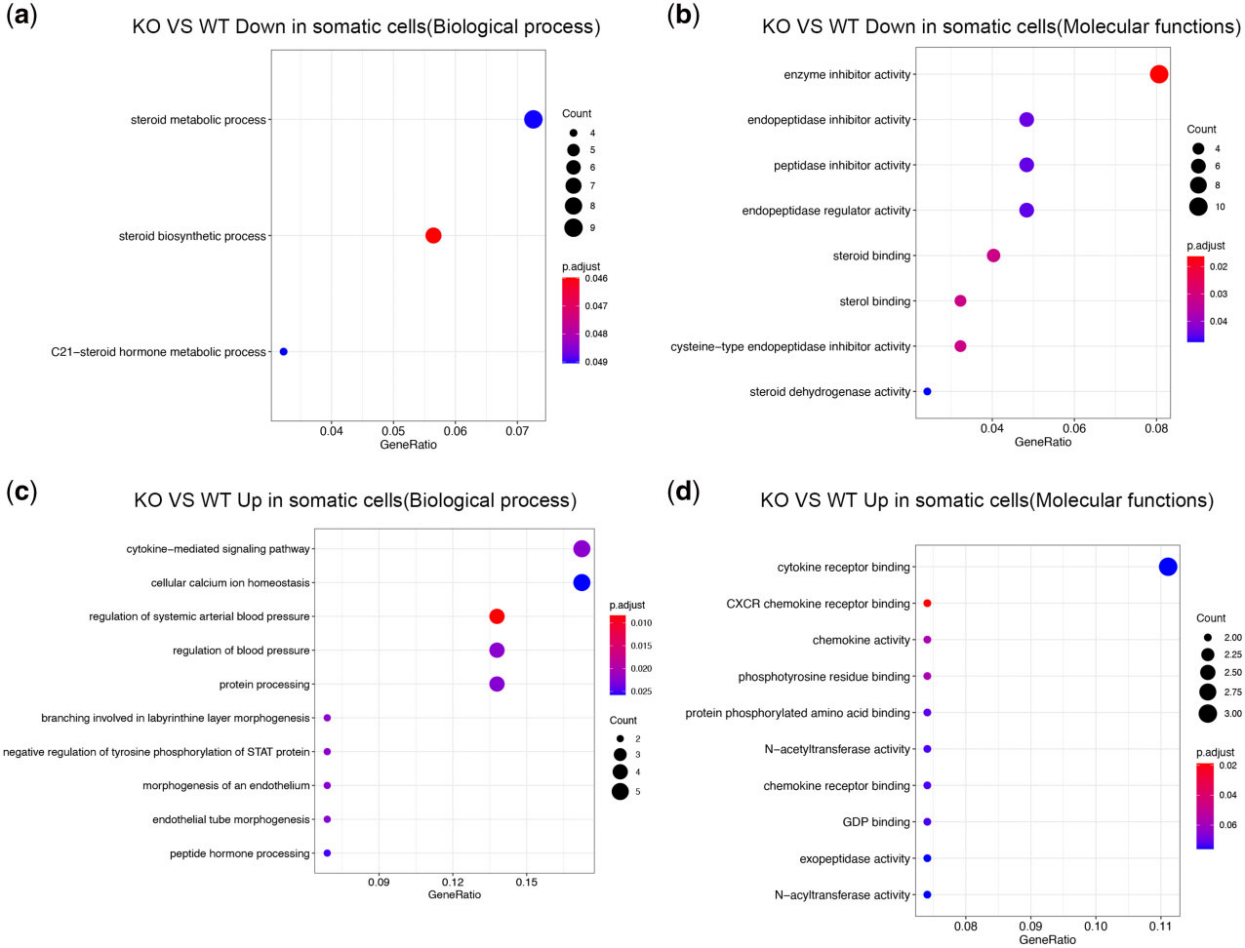
a) Biological process enrichment analysis of genes with down-regulated somatic cells in *Alkbh5* KO mice compared with WT mice. b) GO molecular function enrichment analysis of genes with downregulated somatic cells in *Alkbh5* KO mice compared with WT mice. c) Biological process enrichment analysis of genes with upregulated somatic cells in *Alkbh5* KO mice compared with WT mice. d) GO molecular function enrichment analysis of genes with upregulated somatic cells in *Alkbh5* KO mice compared with WT mice.

### Differential analysis of macrophages and lymphoid cells revealed the effects of ALKBH on immunity and anti-inflammation

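No cluster earned the name lymphoid-like from the markers. The smallest cluster held 1 WT cell and 24 KO cells, numbers that match the lymphoid cells printed in Fig. 2c. It had UMIs of 10 of 10 endothelial markers (683 UMIs in 25 cells, a median of 8 markers per cell) and of 2 of 21 lymphoid markers (5 UMIs). It also had UMIs of 10 of 20 macrophage markers (92 UMIs), and Ly6c1, Ptn, Cldn5 and Emcn were among its leading genes. It was therefore called endothelial-like. Its share was 0.0174% in WT (0.0004 to 0.0968) and 0.342% in KO (0.219 to 0.509), a ratio of 19.7 with an interval from 3.21 to 810. Among single barcodes, 80 WT and 81 KO had UMIs of 3 lymphoid markers, and 6 and 10 of these were in the macrophage-like cluster. Single lymphoid cells in that cluster are therefore not excluded. No share of lymphoid cells was computed.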

The number and proportion of macrophages and lymphoid cells increased after *Alkbh5* KO. Functional analysis of differentially expressed genes in these cells showed that the KO mice had 355 significantly upregulated genes and 336 downregulated genes, in macrophages and lymphoid cells, when compared to that in the WT mice. 

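The macrophage-like and endothelial-like clusters were pooled to follow the study's grouping, giving 25 WT cells with 312369 UMIs and 94 KO cells with 876124 UMIs. Among 4582 genes, 621 were past the size criterion with higher values in KO and 875 with lower values, and 8 mitochondrially encoded and 68 ribosomal protein genes were among those higher. Simulated counts of these few cells, over 5101 genes, gave 166 unchanged genes past the criterion, so many of the genes counted here can be past it by counting error alone. RNA from spermatids may supply others among the lower genes. In macrophage-like cells the mid-stage marker Rnf151 had 457 UMIs in WT and 344 in KO, and the late-stage marker Cypt4 had 1135 and 805. The early-stage marker Cfap36 (167 and 474) did not fall in this way. Macrophage-like cells alone, the alternative that moved the count of lower genes most, gave 526 genes higher and 533 lower. The largest ratios belonged to Lcn2 (2 UMIs in WT, 369 in KO, log2 6.04, 4.18 to 9.09), Id1 and Gstm2 (1 and 129 UMIs each), Abcb1a (1 and 108) and Ly6c1 (12 and 774). Lcn2 is a Leydig marker, and 232 of its KO UMIs were in the endothelial-like cluster and 137 in macrophage-like cells. In the KO cells of the endothelial-like cluster no other Leydig marker had more than the 8 UMIs of Ptgds. Over the whole KO library Ptgds had more UMIs than Lcn2, which argues against Leydig RNA as the main source of Lcn2 in that cluster. In macrophage-like KO cells Ptgds had 157 UMIs, so Leydig RNA stays possible there. Abcb1a and Ly6c1 lead the endothelial-like cluster. The lowest were Banf2 (148 UMIs in WT, 40 in KO, log2 -3.38), Fam71a (-3.15), Cst13 (-3.13), which is a marker of late-stage round spermatids, 1700095A21Rik (-2.82), an antisense gene and uncertain, and Tmigd3 (-2.69).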

The downregulated genes in the KO sample were mainly involved in the regulation of tumor necrosis factor (TNF) and the inflammatory response (Fig. 6, a and b). 

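Of 55 genes on TNF production and the inflammatory response with at least 10 UMIs, 37 were higher in KO and 18 lower in the pooled macrophage-like and endothelial-like cells. Their median log2 ratio was 0.48, at percentile 99.6, and 0.55 at percentile 99.95 in macrophage-like cells alone. A minimum of 50 UMIs per gene moved the pooled median most, to 0.96. Tnf itself, on chromosome 17 from 35199381 to 35202007, had 6 UMIs in each genotype in macrophage-like cells (2.20 to 13.1), or 19.7 CPM in WT and 8.35 in KO. Its log2 ratio of -1.24 had an interval from -3.14 to 0.67, so no difference was detectable at this depth. Genes for antigen processing and presentation had medians of 0.52 over 28 genes (percentile 98.6) in the pooled cells and 0.28 over 25 genes (percentile 96.8) in macrophage-like cells.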

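In the pooled macrophage-like and endothelial-like cells, 41 of 45 genes on wound healing and angiogenesis were higher in KO, with a median log2 ratio of 0.93 at percentile 100. Endothelial-like cells were 24 of these 94 KO cells and 1 of the 25 WT cells. In macrophage-like cells alone, 24 of 31 genes were higher, with a median of 0.39 at percentile 98.4.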

The functional pathways associated with the upregulated genes in the KO sample were mainly involved in damage repair and tissue regeneration (Fig. 6, c and d).

**Fig. 6.**
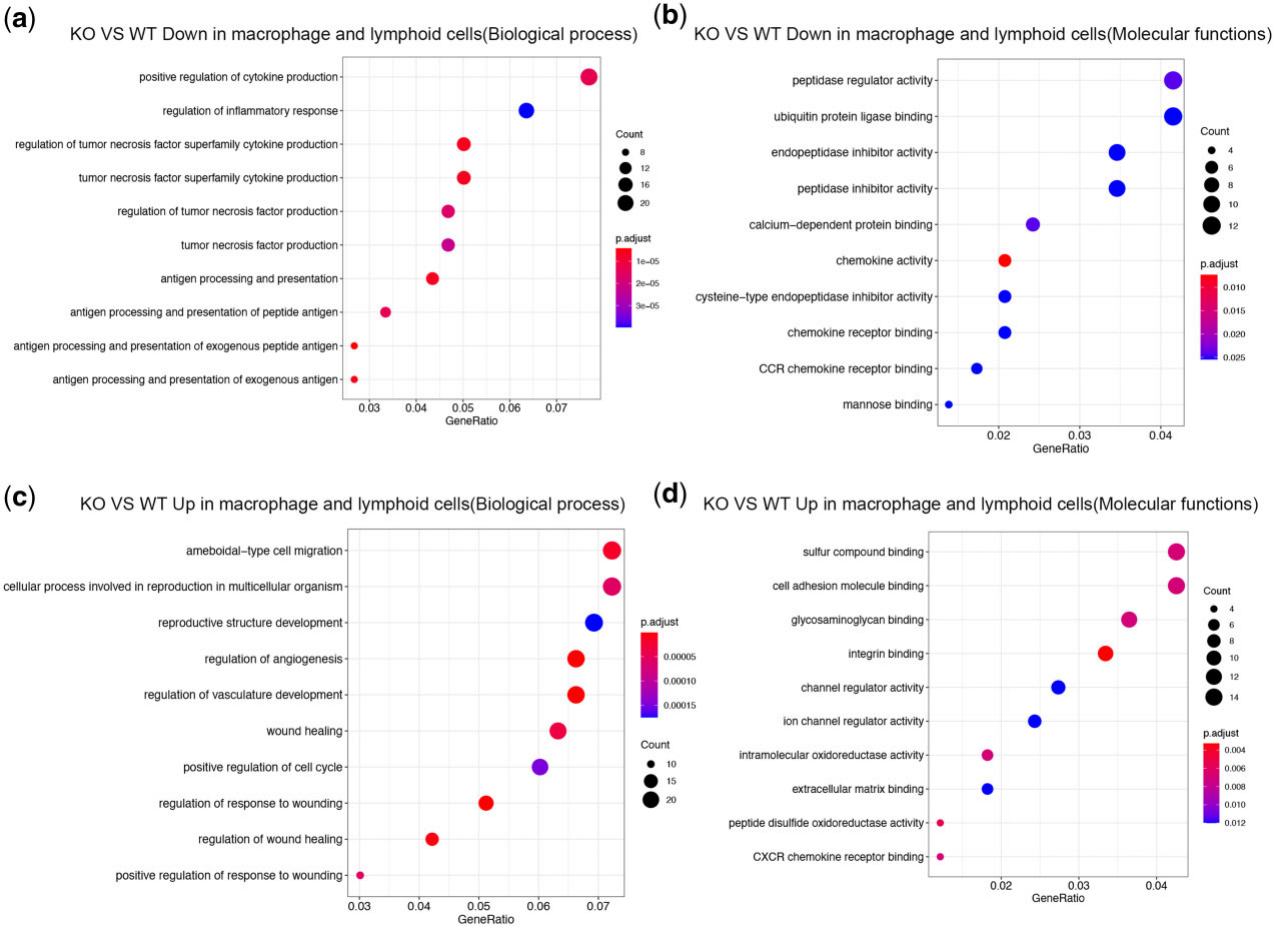
a) Biological process enrichment analysis of genes with downregulated macrophage and lymphoid cells in *Alkbh5* KO mice compared with WT mice. b) GO molecular function enrichment analysis of genes with downregulated macrophage and lymphoid cells in *Alkbh5* KO mice compared with WT mice. c) Biological process enrichment analysis of genes with up-regulated macrophage and lymphoid cells in *Alkbh5* KO mice compared with WT mice. d) GO molecular function enrichment analysis of genes with upregulated macrophage and lymphoid cells in *Alkbh5* KO mice compared with WT mice.

### CellChat analysis of WT and KO testes revealed different cell interaction patterns

To investigate the interaction between different cell types in WT and KO samples, we performed further analysis by CellChat. The analysis results showed that most of the outgoing signal patterns of WT and KO were similar, but some signals were different. Both WT and KO Leydig cells displayed the characteristics of secreting signals such as WNT, KIT, and RLN (Fig. 7, a and b). However, compared with WT, leydig cells also displayed the characteristics of secreting MIF, PROS, GAS, and other signals. 

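The interaction database of CellChat was not used here, and the ligand genes were counted directly. In Leydig-like cells, Wnt6 was at 179 CPM in WT and 163 in KO, a log2 ratio of -0.14 (-0.36 to 0.09). Wnt5a was at 22.96 and 16.6 CPM (-0.47, -1.09 to 0.21), with 24 UMIs in WT. Kitl, the ligand of KIT on chromosome 10, was at 95.7 and 108 CPM (0.18, -0.12 to 0.49). Insl3, of the relaxin family and a marker of the class, was at 4162 and 5206 CPM (0.32, 0.28 to 0.37). Rln1 and Rln3 had 0 UMIs in WT and 2 UMIs each in KO.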

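Mif had 505 UMIs in WT Leydig-like cells and 5174 in KO Leydig-like cells, or 483 and 507 CPM, a log2 ratio of 0.070 (-0.062 to 0.21). Pros1 was at 110 CPM in WT and 89.5 in KO (-0.30, -0.58 to -0.005). Gas6 was at 142 and 130 CPM (-0.12, -0.37 to 0.13). The 3 genes were detected in Leydig-like cells of both libraries.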

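Lhb, on chromosome 7 from 45420820 to 45421897, had 303 UMIs (270 to 339) in WT early-stage round spermatid-like cells and 211 (183 to 241) in the KO cells of that class. These sums were 24.8 and 19.8 CPM, a log2 ratio of -0.33 (-0.59 to -0.07). In mid-stage round spermatid-like cells Lhb was at 5.73 CPM in WT and 6.43 in KO, and in late spermatocyte-like cells at 6.05 and 4.01. The 3′ end of Lhb overlaps that of Ruvbl2 on the opposite strand, and the paper's text does not say whether counting used the strand, so its counts are uncertain.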

While the early-stage round spermatid of WT can signal LHB, KO was unable to do so (Fig. 7, c and d).

**Fig. 7.**
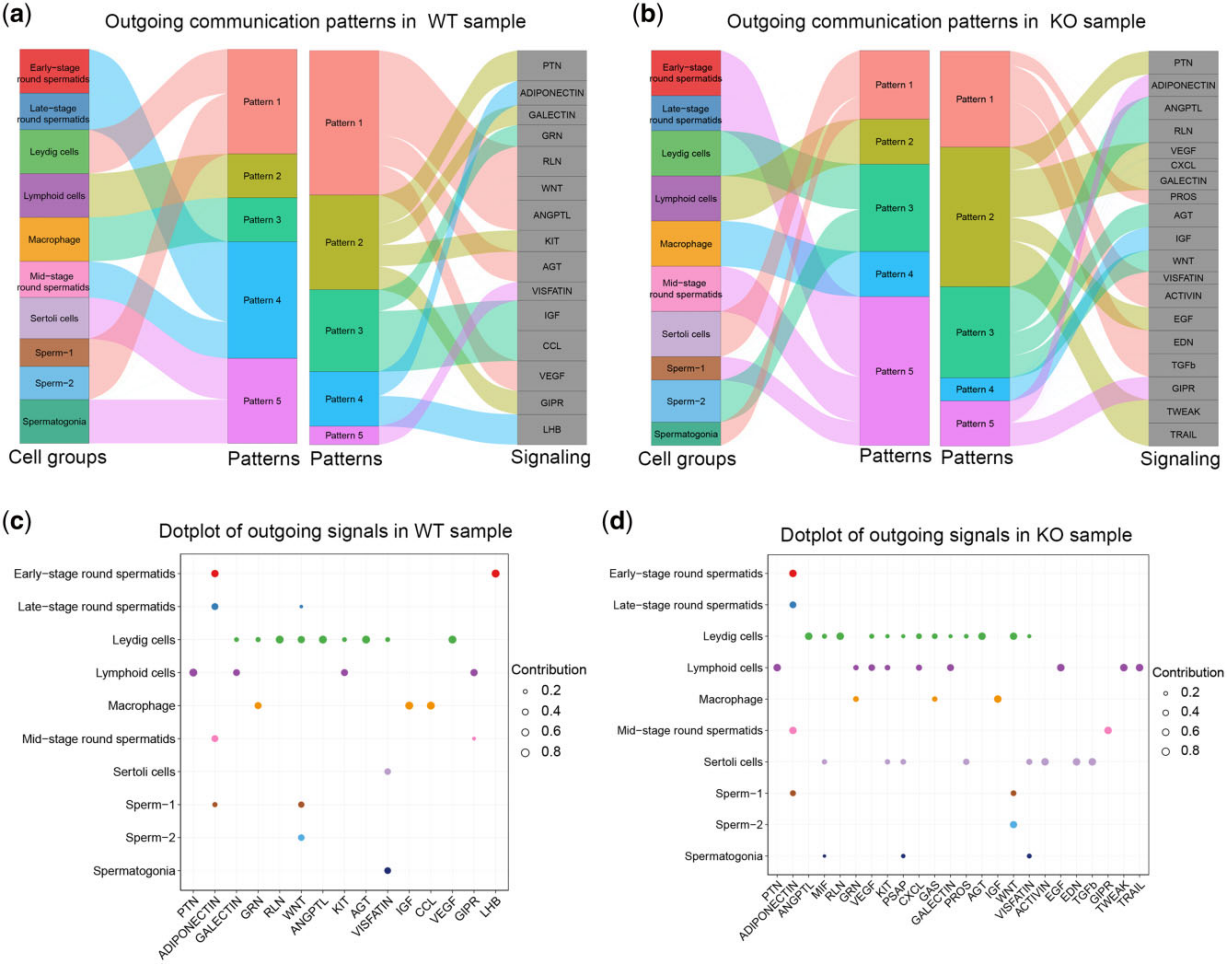
a) Visualization of outgoing communication patterns in WT mice. b) Visualization of outgoing communication patterns in KO mice. c) Dotplot of outgoing signals in different populations in WT mice. d) Dotplot of outgoing signals in different populations in KO mice.

### The expression of genes related to metabolism-related functions and spermatogenesis are altered after Alkbh5 KO

Considering the GO analyses results, we decided to further investigate genes related to metabolism-related functions and spermatogenesis. We found that the metabolism-related genes *Acadl*, *Gpx1*, *Adh1*, *Ces1d*, *Atp1a1*, and *Gstm1* were differentially expressed in different cell populations in KO and WT samples, indicating the effect of *Alkbh5* KO on metabolic pathways (Fig. 8a). On the other hand, the genes related to spermatogenesis, *Akap4*, *Prm2*, *Tssk6*, *H1fnt*, *Iqcf1*, and *Tnp1*, were also differentially expressed in different cell populations in KO and WT samples, and the expression of these genes in both WT and KO changed from spermatogonia to sperms in a progressively increasing trend (Fig. 8b). 

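In Leydig-like cells, where Acadl, Gpx1, Adh1, Ces1d and Gstm1 were highest in WT, Adh1 rose from 191 to 378 CPM, a log2 ratio of 0.98 (0.78 to 1.2). Acadl was at 347 and 394 CPM (0.18, 0.028 to 0.34). Gpx1 (1485 and 1459 CPM), Ces1d (618 and 614) and Gstm1 (13077 and 12505) had log2 ratios of -0.026, -0.009 and -0.065. Ces1d and Gstm1 have close paralogs with which reads can be shared, and their values are uncertain. The median over these 5 genes was -0.009 in Leydig-like cells (percentile 37.2), or 0.015 with totals without mitochondrially encoded and ribosomal protein genes, and 0.082 in the pooled somatic cells (percentile 45.8). In Sertoli-like cells the log2 ratios were 0.93 for Acadl, 1.43 for Gpx1 and 1.84 for Gstm1. Autosomal genes with at least 50 UMIs had a median of 0.81 there, so part of these ratios is not specific to the 3 genes. In pooled germ cells all 5 were higher in KO, with log2 ratios from 1.80 for Acadl to 3.83 for Adh1 and a median of 2.73 (percentile 99.8). In spermatids and sperm the genes sat at a median of 0.074% of their Leydig-like level in WT and 0.361% in KO.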

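Akap4, Prm2, Tssk6, Iqcf1 and Tnp1 are among the markers from which the sperm-like clusters were named, so the rise toward sperm was read only from H1fnt, on chromosome 15. In WT, H1fnt was at 104 CPM in spermatogonia-like, 110 in early spermatocyte-like, 12.9 in late spermatocyte-like and 28.7 in early-stage round spermatid-like cells. It then reached 419 in mid-stage and 976 in late-stage round spermatid-like cells and 1098 in sperm-like cells. The KO values in the same order were 70.9, 15.9, 8.12, 15.6, 374, 877 and 1088 CPM. Leydig-like cells, which should lack H1fnt, had 57.4 CPM in WT and 50.5 in KO. H1fnt sat at 9.44% of its sperm-like level in WT spermatogonia-like cells, 9.99% in early and 1.18% in late spermatocyte-like cells, and the 20 most abundant sperm-like transcripts sat there at medians of 11.7%, 10.3% and 1.95%, so these H1fnt values may be RNA from later cells. In sperm-like cells the log2 ratio of KO over WT was -0.014 for H1fnt (-0.043 to 0.015), 0.072 for Akap4, -0.29 for Prm2, -0.52 for Tssk6, and -0.029 for Tnp1. Iqcf1 was at 0.13, and at -0.11 with equal weight per cluster, so its direction was not stable.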

To analyze the differences of these genes as a whole, we decided to verify them by RT-qPCR. We found that *Acadl*, *Gpx1*, *Adh1*, *Ces1d*, *Atp1a1*, and *Gstm1* were greatly downregulated in the KO mice. In contrast, *Akap4*, *Prm2*, *Tssk6*, and *H1fnt* were upregulated in the KO mice (Fig. 8c).

**Fig. 8.**
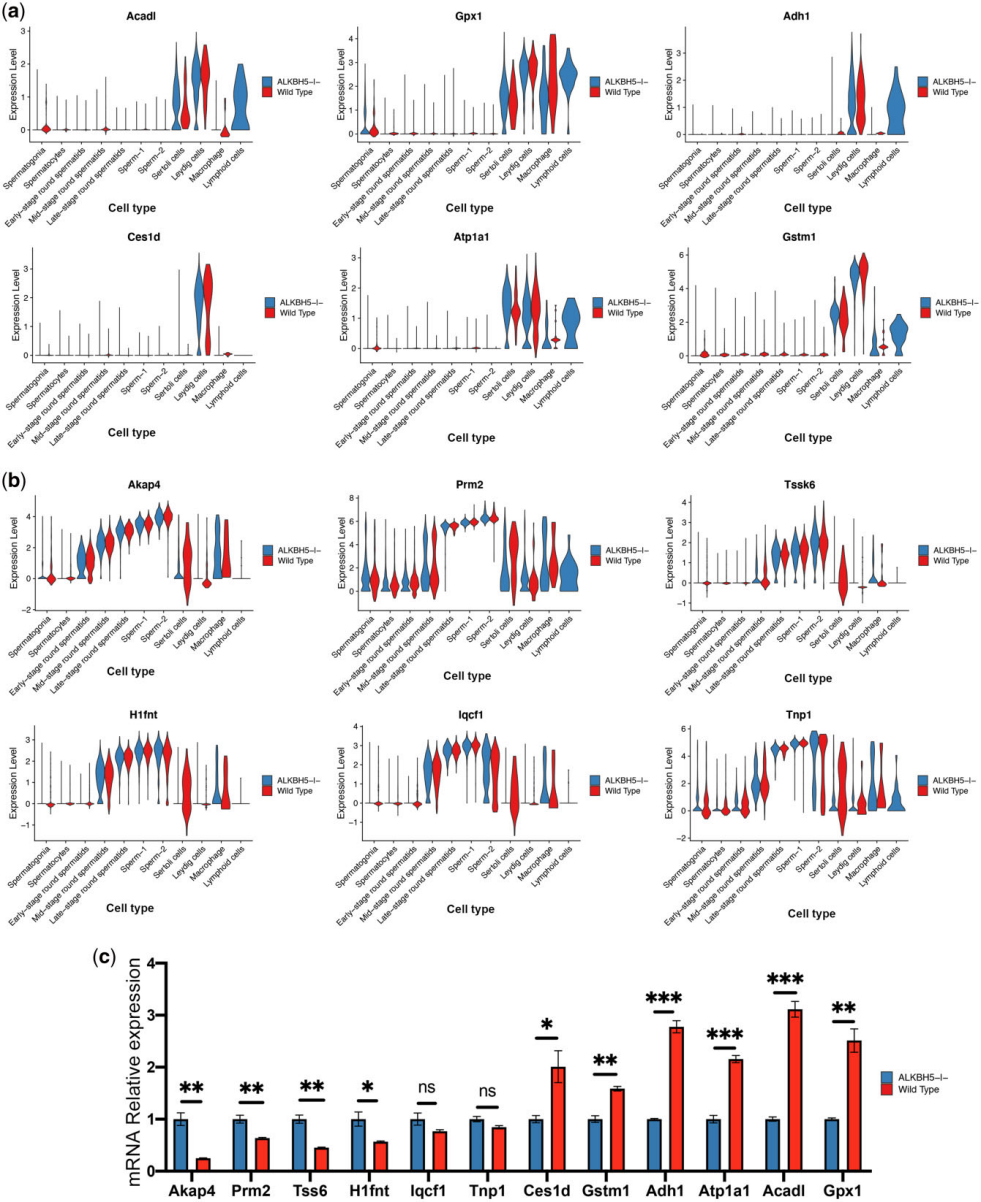
a) Violin plot depicting genes related to metabolism-related functions in different populations. b) Violin plot depicting genes related to spermatogenesis in different populations. c) The mRNA expression of 12 genes in the testicular tissue of *Alkbh5* KO and WT mice was measured by RT-qPCR (***P = 0.0001; **P < 0.01; *P < 0.05; ns, not significant).

## Discussion

Through bioinformatic analysis, we have presented a novel framework for comparing KO and WT conditions. We observed notable cell-to-cell transcriptional variation, based on single-cell gene expression data. The proportion and number of somatic cells (Leydig cells and Sertoli cells) in KO mice far exceeded that in WT mice. Leydig cells and Sertoli cells were traditionally considered to produce hormones; subsequently, they were found to play a role in the development of germ cells (Yin *et al.* 2017). The proportion of spermatogonia in KO samples was higher than that in the WT samples. However, the number and proportion of cell types in the later stages of germ cell differentiation, such as in sperm, were much lower than that in the WT samples. These findings confirmed that *Alkbh5* KO in mice greatly reduced the number of pachytene spermatocytes and round spermatids in the spermatogonia (Tang *et al.* 2018). This could be attributed to the decrease of spermatogenic cells in KO mice, resulting in a relative increase in the somatic cell proportion. However, the number of somatic cells in KO mice was much higher than that in WT mice. 

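Spermatogonia-like cells were 155 WT cells, or 2.69% (2.29 to 3.14), and 918 KO cells, or 13.1% (12.3 to 13.9), a ratio of 4.86 (4.10 to 5.80). Over germ cells alone the shares were 2.77% and 17.4%, and the ratio was 6.29 (5.30 to 7.50), the alternative that moved it most. Early spermatocyte-like cells rose from 1.16% to 3.81%, a ratio of 3.27.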

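Sperm-like cells were 2405 WT cells, or 41.8% (40.5 to 43.1), and 1305 KO cells, or 18.6% (17.7 to 19.5), a ratio of 0.445 (0.416 to 0.477). Over germ cells alone the shares were 43.05% and 24.8%, and the ratio was 0.576 (0.538 to 0.616), the alternative that moved it most. The ratio was 0.509 without integration and 0.486 when clusters were named by mean fold alone, a rule tried first and replaced after the data had been seen. Late spermatocyte-like cells were 12.4% of WT and 9.47% of KO cells, and early-, mid- and late-stage round spermatid-like cells had ratios of 0.775, 0.764 and 0.781. Over germ cells alone these 4 ratios were 0.989, 1.00, 0.989 and 1.01. The mid-stage and late-stage classes depended on the clustering. Without integration, late-stage cells were 328 WT and 248 KO cells. Mid-stage cells then split by library, into clusters of 1069 WT and 72 KO and of 4 WT and 793 KO cells. At resolution 0.8, late-stage cells formed a cluster of 263 WT and 297 KO cells and another of 252 and 241. All germ cells together were 97.1% of WT and 75.1% of KO cells.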

As the steroid hormones are produced by the somatic cells (Shi *et al.* 2018), therefore, we hypothesized that ALKBH5 deficiency affects steroid secretion, due to spermatogenesis stagnation and steroid hormone release disorder. The increase in the steroid hormone secretion in KO mice could be higher than that in WT mice.

We performed differential gene expression analysis on the KO and WT samples. The effects of *Alkbh5* KO on germ cells, somatic cells, macrophages, and lymphoid cells differed considerably. In macrophages and lymphoid cells, the number of significantly upregulated genes was very similar to the number of significantly downregulated genes when *Alkbh5* gene was knocked out. However, following the *Alkbh5* KO in germ cells, the number of significantly upregulated genes was much higher than that of the significantly downregulated genes. In somatic cells, the number of significantly downregulated genes was much larger than that of the significantly upregulated genes. We determined that the genes related to spermatogenesis were markedly downregulated in KO mice. For instance, *Akap4* is the most abundant protein within the sperm fibrous sheath found in all mammals and is an essential component of the flagellum (Huang *et al.* 2005; Pereira *et al.* 2017). It has been demonstrated that *Akap4* can function as a regulator of the cAMP/PKA and PKC/ERK1/2 pathways in human spermatozoa, which are essential for capacitation and acrosome fusion (Rahamim Ben-Navi *et al.* 2016). In addition, Prm2 transcripts are transcribed at step 7 during spermiogenesis, and cytoplasmic ribonucleoproteins are formed for storage before translation (Mali *et al.* 1989). 

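Over the 6 genes Akap4, Prm2, Tssk6, H1fnt, Iqcf1 and Tnp1, the median log2 ratio of KO over WT in pooled germ cells was -0.48, at percentile 1.01 of the random lists, and all 6 were lower in KO. Equal weight per cluster moved this median most, to -0.16 at percentile 2.01, and reversed Akap4, from -0.31 to 0.205. Within sperm-like cells 4 of the 6 genes were lower, and the median was -0.021, at percentile 63.0, or -0.10 at percentile 7.96 with equal weight per cluster.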

Protamine levels are modestly reduced in mice lacking *Prm2* genes, which leads to reduced sperm compaction, increased DNA damage, and embryo lethality (Cho *et al.* 2003). Furthermore, *Tssk6* is almost exclusively expressed in the testis of mice and humans (Sosnik *et al.* 2009), and its role in the chromatin remodeling of elongating spermatids is essential for male fertility (Spiridonov *et al.* 2005). Therefore, ALKBH5 as a demethylase may have a cell-type-specific effect on the spermatogenesis-related genes expression levels.

Knocking out *Alkbh5* led to abnormal secretion of TNF in the testis, as observed through the analysis of immune cells (macrophages and lymphoid cells). The damage repair pathways were upregulated in these cells. TNF is produced under pathological conditions (Madsen *et al.* 2016). Therefore, these results indicate that knocking out *Alkbh5* caused the testis to fall into a serious pathological state, which stimulated the production of immune cells. In addition, the differentially expressed genes associated with spermatogenesis were functionally enriched in reproduction, regulation of the immune system process, and inflammatory response pathways. Some signals were found to be different in WT and KO samples. LHB has been found to be highly expressed in the testicles of yak, suggesting that LHB might play an integral role in spermatogenesis and steroid synthesis (Kalwar *et al.* 2019). Deleted genes encoding LHB in mice resulted in hypogonadal mice that are infertile, have low levels of testosterone, and experience arrest of spermatogenesis at the round spermatid stage (Lei *et al.* 2001; Zhang *et al.* 2001; Ma *et al.* 2004). In this study, compared to WT mice, KO mice did not have LHB in the early-stage round spermatid. In conclusion, *Alkbh5* influences the stemness of the spermatogonia, the functions of the sperms, and the normal translation process.

The majority of studies on m6A modification mainly focused on posttranscriptional regulation for cytoplasmic mRNA stability, variable shearing, and protein translation (Gheller *et al.* 2020). However, the m6A modification plays an important regulatory role at the gene transcription level (Shi *et al.* 2017): m6A can activate gene transcription by altering the histone modification and chromatin structure (Wang *et al.* 2018). Purification of nuclear RNA in mouse embryonic stem cells using RNA-seq and methylated RNA immunoprecipitation sequencing (MeRIP-seq) demonstrated chromatin changes related to the RNA level of m6A modification. It identified an open chromatin state change, influencing the proliferation and differentiation of embryonic stem cells in mice (Liu *et al.* 2020). m6A modification exists on the mRNA in the cytoplasm and on the chromatin-associated RNA in the nucleus, playing an important regulatory role at the transcriptional level. The upregulated genes in the KO samples were mainly concentrated in mRNA and chromatin-related functional pathways (Hong *et al.* 2022). We speculate that during spermatogenesis, the m6A mRNA modification level and the associated binding proteins of the spermatogenic cells at the different stages regulate the chromatin opening state and the transcription level of downstream genes. This plays an important role in the smooth progression of spermatogenesis. Therefore, abnormal regulation of m6A mRNA modification can lead to male infertility.

In summary, this study revealed the main cell types and maturation processes in the WT mouse testis. In addition, it compared the maturation dysfunction of the testicular cells in the *Alkbh5* KO mouse. This could provide valuable information for further studies on male sterility caused by *Alkbh5* KO. These single-cell transcriptome datasets could play a role in facilitating the diagnosis and discovery of potential causes of male infertility. scRNA-seq enabled analyzing changes in gene expression at the cellular level. However, functional studies that are more detailed are needed to better elucidate the role of ALKBH5 in spermatogenesis.

## Data availability

The raw data have been successfully uploaded and GEO accession number is GSE190396 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190396).

Supplemental material is available at *G3* online.

## Supplementary Material

jkac130_Supplemental_Figures_and_Table_S1 Click here for additional data file.

jkac130_Supplemental_Table_S2 Click here for additional data file.

# Supplementary material for: Comparative analysis of the testes from wild-type and Alkbh5-knockout mice using single-cell RNA sequencing
**Source:** G3 (Bethesda). 2022 Jun 2;12(8):jkac130. doi: 10.1093/g3journal/jkac130
**Supplement:** jkac130_Supplemental_Figures_and_Table_S1

**Figure S1**

**Figure S2**

**Figure S3**

**Figure S4**

**Figure S1.** The violin plot showing the data quality of WT and Alkbh5 KO mice.

**Figure S2.** Heatmap showed the differentially expressed genes of each sample.

**Figure S3.** Cellular Component enrichment analysis of genes with down-regulated germ cells in Alkbh5 KO mice compared with WT mice(right). GO molecular function enrichment analysis of genes with down-regulated germ cells Alkbh5 KO mice compared with WT mice(left).

**Figure S4.** Cellular Component enrichment analysis of genes with up-regulated germ cells in Alkbh5 KO mice compared with WT mice(right). GO molecular function enrichment analysis of genes with up-regulated germ cells Alkbh5 KO mice compared with WT mice(left).

**Table S1** Sequences of primers used for RT-qPCR analysis.

| Name | Sequences Product size (bp) |
| --- | --- |
| β-Actin: F:5' GGCTGTATTCCCCTCCATCG 3'  Acadl: F:5' TCTTTTCCTCGGAGCATGAC 3'  Gpx1: F:5' AGTCCACCGTGTATGCCTTCT 3'  Ces1d: F:5' ATGCGCCTCTACCCTCTGATA 3'  Adh1: F:5' GCAAAGCTGCGGTGCTATG 3'  Atp1a1: F:5 'GGGGTTGGACGAGACAAGTAT 3'  Gstm1: F:5' ATACTGGGATACTGGAACGTCC 3'  Akap4: F:5' AGAGGGCGAATTAAACCTGGA 3'  Prm2: F:5' ATGGTTCGCTACCGAATGAGG 3'  Tssk6: F:5' CGGGCGACAAACTCCTGAG 3'  H1fnt: F:5' GGCGCAGAACTTACGATCCA 3'  Iqcf1: F:5' ACTTAATGCACCTACTGACGATG 3'  Tnp1: F:5' ACCAGCCGCAAGCTAAAGAC 3' | R:5' CCAGTTGGTAACAATGCCATGT 3' 154  R:5' GACCTCTCTACTCACTTCTCCAG 3' 113  R:5' GAGACGCGACATTCTCAATGA 3' 105  R:5' AGCAAATCTCAAGGAGCCAAG 3' 198  R:5' TCACACAAGTCACCCCTTCTC 3' 225  R:5' CGGCTCAAATCTGTTCCGTAT 3' 173  R:5' AGTCAGGGTTGTAACAGAGCAT 3' 349  R:5' GAGGACACTTATGGGGTCAGA 3' 139  R:5' CTCCGCCTTCTGCATGACC 3' 221  R:5' ACCGTCCCTTTATACTTCTTGGA 3' 109  R:5' GACTTCCCCTCGTGGTGAG 3' 215  R:5' CCGACGTACCAGTGTACCG 3' 160  R:5' TTTCCTACTTTTCAGGACGCTC 3' 120 |

How the deposited data were processed for this re-analysis (not part of the article)

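Single-cell RNA was measured in 1 WT and 1 Alkbh5 KO testis library, made with the GEXSCOPE kit and sequenced as 150-bp paired reads. According to the methods, the authors removed reads without a poly T tail in read 1, took the cell barcode and the UMI from it, trimmed adapters and poly A tails, aligned read 2 and counted reads on genes with featureCounts, so that each deposited count is the number of UMIs of a gene in a barcode. The methods name GRCh38 with Ensembl annotation 92, a human build, while the genes carry mouse symbols, and which barcodes entered the deposited tables is not stated. The WT table listed 32162 genes, 1553 of them there only, and the KO table 34994 genes, 4385 of them there only; a gene missing from 1 table was taken as 0. Chromosome positions came from GENCODE vM21 on GRCm38, in which 35502 of 36547 symbols were found.

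The 2 libraries were processed in R 4.3.3 with Seurat 5.3.0 and Matrix 1.6.5, where the study used an earlier Seurat. Cells with over 500 genes were kept, 2000 variable features were chosen per library, anchors were found with 20 dimensions, and 30 principal components were clustered at resolution 0.3 with seed 1. Sums, intervals and lists were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 0.06 and 30 principal components. Cells called doublets were kept, and removing them after clustering was an alternative.

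Clusters were named from marker genes. A marker was detected in a cluster when it had a UMI in at least 10% of its cells and was at least 2 times higher than in the other cells, and 3 detected markers were needed for a name. The name went to the class with the highest mean log2 fold of its markers, with 1 CPM added, unless markers of another class led the 10 genes with the largest fold among genes with a UMI in at least 25% of the cells by a margin of 2. The first rule used the mean fold alone and scored the earlier and later sperm markers apart. It called the cluster led by Cst13 and Fam71b sperm-like, and it was replaced after the leading genes of the clusters and the cell numbers of Fig. 2c had been seen, so its shares are given as an alternative. The markers of the germ cell classes were taken in part from the study's own tables of these libraries.

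No test was made between the genotypes, because cells of 1 library are not replicates. Shares have exact Clopper-Pearson intervals and summed UMIs exact Poisson intervals, at 95%, and log2 ratios of CPM have the exact conditional interval of 2 Poisson sums. A sum of 0 was taken at a limit of 3 counts, and a limit that left the direction open was given no direction. The size criterion asked for a UMI in at least 25% of the cells of either genotype and a difference of at least 0.25 in the natural log measure of FindMarkers, with counts scaled to 10000 per cell. It was tested on simulated data with 200 genes changed 3-fold in at most 1500 cells per library. Cells of both libraries were drawn from the summed WT counts of the group, without stages or RNA from other cells. The changed genes were abundant enough for a 3-fold change to pass the size difference, so their recovery was largely fixed beforehand. Lists were written by hand and cover the sperm flagellum, spermatid development, RNA splicing, chromosome segregation, mitochondrially encoded proteins, ribosomal proteins, steroid biosynthesis, hormone signalling, TNF production, antigen processing, wound healing, and the genes of Fig. 8a and Fig. 8b. The list for Fig. 8a holds 5 genes, as 1 gene of that panel is not reported here. A list's median was taken over members with at least 10 UMIs in both sums together and placed among 10000 random lists, each gene drawn from the 50 nearest in expression.

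The samples, the main settings, the markers, the lists, the rule for named genes and most alternatives were chosen before the data were examined. The rule named the genes the study names, the ligands of the signals it names, list members and markers, and in each group the 5 genes with the largest log2 ratio in each direction among those with a UMI in at least 25% of the cells of either genotype and at least 100 UMIs. Tnf falls under it as a list member and was singled out later. The alternatives were 1000 genes per cell, resolution 0.8, no integration, removal of doublets, germ cells as the denominator, a CPM ratio of at least 2, a UMI in at least 10% of cells, cells thinned to 5729 UMIs (the 10th percentile, which left out 362 WT and 914 KO cells), totals without mitochondrially encoded and ribosomal protein genes, equal weight per cluster, single cell classes, removal of genes over 5 times higher in germ cells, and 50 UMIs per list gene. Chosen after the data had been seen were the first naming rule as an alternative, the count of early spermatocytes with spermatogonia, the detection thresholds of the naming rule, the number of neighbours of the random lists, the limit of at least 10 cells per library for equal weight, and the treatment of limits without a direction.

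The depth was 80283221 UMIs in WT and 82056760 in KO, but the WT library held only 94 Leydig-like, 50 Sertoli-like and 24 macrophage-like cells, and the sums of these classes set the precision. RNA velocity needs spliced and unspliced counts, and the interaction database of CellChat and ontology annotation were not used here, so those results of the study were not re-derived.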

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

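All tests in this part were chosen only after the result had been seen. Genes of the X chromosome, which the paper does not discuss as a group, were higher in KO in the pooled round spermatid-like and sperm-like cells. Of 628 X-linked genes with at least 50 UMIs, 611 were higher, and their median log2 ratio was 1.095 (1.057 to 1.151), against 0.20 for 15837 autosomal genes. X-linked transcripts were 2.09% of UMIs in WT and 3.75% in KO, and 1.89% and 3.56% without Akap4. Of 208 Y-linked genes, 178 were higher in KO, with a median of 0.90, while 16 were at least 4 times lower, among them Gm21739 (92 UMIs in WT, 1 in KO), Gm28567 (275 and 4) and Gm21865 (543 and 22). These Y-linked genes can share reads with near-identical copies, and their counts are uncertain.

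Several technical explanations were argued against by the tables. Different shares of the clusters would leave no shift within a cluster, but over 8 spermatid and sperm clusters the X-linked median exceeded the autosomal one by 0.565 to 1.123. A cluster spans a range of stages, so a stage difference between the libraries within clusters is not excluded. A difference in depth or scaling would move autosomal genes of the same level as much, but the X-linked median of 1.095 lay at percentile 100 of random lists of matched expression, whose median was 0.24. It was 1.28 in X-linked genes of low level, 1.04 at middle and 0.97 at high level, where autosomal genes were at 0.31, 0.18 and 0.10. Free RNA from other cells would spare genes whose level in WT spermatids and sperm is above that in the other KO cells, but 346 such genes had a median of 1.059 (0.995 to 1.10), against 0.056 for 7124 autosomal genes chosen alike. The choice of these genes was switched from KO to WT levels after values had been seen. Reads shared among multicopy genes would leave other genes unmoved, but 187 genes outside such families had a median of 1.04.

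A sex chromosome or strain difference between the 2 mice that is not the knockout stays open, and it cannot be told apart from an effect of the genotype, since each genotype has 1 library. The 16 Y-linked genes at least 4 times lower in KO may point to such a difference. All of them except Gm20886 lay between 38173015 and 46717285 on the Y chromosome. In that stretch Gm28597 (log2 ratio 0.469) and Gm20832 (0.095) were not lower. This grouping by position adds weight to a difference of the Y chromosome between the mice, which was not tested further. Most of the other Y-linked genes were higher in KO, as the X-linked ones were. The X-linked median exceeded the autosomal one by 0.23 in spermatogonia-like, 0.26 in early spermatocyte-like and 0.90 in the pooled spermatid-like and sperm-like cells. In the late spermatocyte-like class it did so by 0.42 over 189 X-linked genes, and in its pair of clusters by 0.46 over 150 and 0.84 over 41. Only the last of these is above the 0.565 of early-stage round spermatid-like cells. The excess was thus not limited to cells after meiosis, although RNA from later cells was not tested as its source in these clusters. Outside the germ line the X-linked median exceeded the autosomal one by 0.23 in Leydig-like, 0.26 in Sertoli-like and 0.29 in macrophage-like cells. A smaller excess was therefore there in every one of these classes. That genes of the sex chromosomes are more active in late spermatocytes and spermatids of the KO mouse remains an untested hypothesis.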

How the results depend on the processing

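The naming by mean fold alone and the count of early spermatocytes with spermatogonia were chosen only after the results had been seen. Of the alternative values of the main results, 152 lay within the interval, or for counts within 1.5 times, and 24 moved. None of these with an interval away from no change reversed. The median of the genes of Fig. 8a in Leydig-like cells, with an interval across 0, went from -0.009 to 0.015 with totals without mitochondrially encoded and ribosomal protein genes. Of the alternative values of the single-gene log2 ratios that the text prints or counts, and not of every gene and class in the tables, 148 kept to their interval, 50 moved and 3 reversed. No paired analysis was possible because each genotype has 1 library, and for the same reason no library could be left out in turn. Unless the construction of an alternative shows it, the cause of a change was not tested.

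The Leydig-like ratio of shares stayed between 10.2 and 11.4, the Sertoli-like ratio between 7.43 and 10.6 and the macrophage-like ratio between 2.34 and 2.72. Over germ cells only, a smaller denominator in KO, the spermatogonia-like ratio was 6.29 and the sperm-like ratio 0.576. The sperm-like ratio was 0.509 without integration and 0.486 with clusters named by mean fold alone, which moves 1 more cluster into the class.

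A CPM ratio of at least 2 gave 308 genes higher and 27 lower in germ cells, of which 260 and 12 were among the 529 and 269, and cells thinned to equal depth gave 346 higher, of which 342 were among the 529. Equal weight per germ cell cluster gave 68 higher and 20 lower, where the mix of clusters no longer enters. In somatic cells, with 242 genes higher and 534 lower, Leydig-like cells only gave 103 higher and 174 lower and Sertoli-like cells only 1761 and 866, from 50 WT cells. Without genes over 5 times higher in germ cells 270 were lower, since the alternative removes them. In the pooled macrophage-like and endothelial-like cells, with 875 genes lower, macrophage-like cells only gave 533. The split between higher and lower genes in germ cells was 308 to 27 under the CPM ratio against 529 to 269, and in the pooled macrophage-like and endothelial-like cells 715 to 591 against 621 to 875.

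With equal weight per cluster, the germ cell medians were 0.17 for RNA splicing, 0.23 for chromosome segregation, 0.24 for mitochondrially encoded proteins, 0.16 for ribosomal proteins and -0.16 for the genes of Fig. 8b, where the pooled medians were 0.84, 0.75, 1.44, 0.64 and -0.48. Ribosomal proteins in somatic cells were at 0.25 against 0.18. Over the whole library the genes of Fig. 8b were at -0.26 against -0.69, and those of Fig. 8a at 0.24 against 3.23. At 50 UMIs per gene, the median of the list on TNF production was 0.96 against 0.48. The values of 2 genes reversed with equal weight per cluster: Iqcf1 in sperm-like cells from 0.13 to -0.11, and Akap4 in pooled germ cells from -0.31 to 0.205 and over the whole library from -0.52 to 0.11. No equal-weight value was made for the pooled macrophage-like and endothelial-like cells, because the latter cluster has 1 WT cell.

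Depth limits the classes with few WT cells. The WT sums were 1528568 UMIs in somatic cells and 312369 in the pooled macrophage-like and endothelial-like cells, and in simulated counts of the latter 166 unchanged genes were past the criterion, against 0 in germ and somatic cells.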

Differences from the paper's values

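The paper reports 339 genes higher and 80 lower in KO germ cells, from a test that took cells as replicates, where the size criterion without a test gave 529 and 269. Of the alternatives set before the data were examined, a CPM ratio of at least 2 (308 higher) and cells thinned to equal depth (346 higher) came within 1.5 times of the paper's 339. A UMI in at least 10% of cells, removal of doublets, no integration, totals without mitochondrially encoded and ribosomal protein genes, and equal weight per cluster did not, and no alternative came within 1.5 times of the paper's 80 lower genes.

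For somatic cells the paper reports 31 genes higher and 141 lower, again with cells as replicates, against 242 and 534 here. Leydig-like cells only gave 174 lower genes, within 1.5 times of the paper's 141. The other alternatives set at that time did not for the lower genes, and none did for the higher genes, where the nearest was Leydig-like cells only with 103. For macrophages and lymphoid cells the paper reports 355 genes higher and 336 lower, with cells as replicates, against 621 and 875 in the pooled macrophage-like and endothelial-like cells. Macrophage-like cells only gave 526 higher, within 1.5 times of the paper's 355, and the other alternatives did not. For the lower genes none did, and the nearest was macrophage-like cells only with 533.

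For gene lists, the paper places genes on TNF and inflammation among those downregulated in KO, while 37 of 55 genes of that list were higher here, with a median log2 ratio of 0.48; Tnf itself was at -1.24 in macrophage-like cells, with an interval from -3.14 to 0.67. The paper places steroid functions among the downregulated genes of somatic cells, while the steroid list had no clear direction in pooled somatic cells. There 24 of 44 genes were higher, with a median of 0.087 (-0.12 to 0.26) at percentile 36.3. In Sertoli-like cells 31 of 42 were higher, with a median of 1.07 over 50 WT cells. The WT Sertoli-like cells held more sperm-like transcripts, which can raise other genes in KO, so this value does not bear on the paper's statement. For signals, only UMIs of the ligand genes were counted. The paper states that KO early-stage round spermatids were unable to signal LHB, while Lhb was lower in KO but detected, with 211 UMIs in that class against 303 in WT, counts that are uncertain because Lhb overlaps Ruvbl2. The paper gives MIF, PROS and GAS as additional signals of Leydig cells in comparison with WT, while Mif (483 and 507 CPM), Pros1 (110 and 89.5) and Gas6 (142 and 130) were detected in Leydig-like cells of both libraries.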

Other observations

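Of the tests in this part, those of different stage mixes in pooled germ cells and of free RNA from spermatids in somatic cells were set before the results were seen, although for the latter the deciding class was chosen after the values had been seen. The tests of spermatid material in Sertoli-like cells, of Leydig RNA in spermatids and sperm, and both tests on mitochondrially encoded transcripts were chosen only after the result had been seen. No biological explanation was tested in this part.

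The difference between the pooled germ cells may come largely from the mix of stages, since 66 of the 798 genes past the size criterion, or 8.27%, stayed past it in the same direction with equal weight per cluster. In single clusters the genes past the criterion still ranged from 23 higher and 33 lower to 238 higher or 240 lower. The 240 came from early spermatocyte-like cells, with 67 WT cells, and the criterion was not simulated in single clusters. The mix of clusters need not be the whole cause, although counting error may supply part of these genes. RNA from later cells may supply part of the 240. The 20 most abundant sperm-like transcripts sat in early spermatocyte-like cells at a median of 10.3% of their sperm-like level in WT and 4.44% in KO.

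Transcripts of late spermatids were lower in KO Sertoli-like cells. Free RNA alone would shift them alike in every somatic class, by about the change over the whole library, which was -0.64 for the 20 most abundant sperm-like transcripts. They shifted by -1.87 in Sertoli-like cells, -0.42 in Leydig-like cells and -0.35 in macrophage-like cells, which argues against free RNA as the whole cause. In WT Sertoli-like cells the transcripts sat at a median of 55.4% of their sperm-like level (quartiles 50.7 to 58.5), and in KO at 15.7% (14.6 to 17.6). Of the 534 genes lower in KO somatic cells, 514 (96.3%) were higher in WT germ cells, against 24.8% of the other 3321 genes. The switch of the deciding value from this share to the 55.4% was also made after both were seen. A candidate explanation is spermatid material inside or attached to Sertoli-like cells, more of it in WT. Doublets and engulfed cells were not tested apart.

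Transcripts of Leydig cells were higher in KO spermatids and sperm. The 20 Leydig markers had a median log2 ratio of 2.83 there and 3.48 over the whole library, at 0.033% of their Leydig-like level in WT and 0.225% in KO. Free RNA from the more numerous Leydig-like cells of the KO library is a candidate explanation, which would also bear on the metabolism genes of Fig. 8a in germ cells.

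Mitochondrially encoded transcripts were higher in KO in pooled germ cells. The lowest ratio within a germ cell cluster was 1.199, so different shares of the clusters are argued against as the whole cause. Equal weight still lowered the pooled ratio from 2.40 to 1.40, and stage differences within clusters were not tested. In spermatids and sperm the mitochondrial share rose by 0.317 percentage points, from 0.399% to 0.716%, and the Leydig RNA there would bring 0.0153 points, so Leydig RNA does not account for it. A difference in cell quality between the libraries was not tested.

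The paper's RT-qPCR of whole testis is a different experiment, and the following values belong to the single-cell libraries. Summed over all cells of each library, Acadl, Gpx1, Adh1, Ces1d and Gstm1 had log2 ratios of KO over WT of 3.28, 3.20, 4.28, 3.22 and 3.23. Akap4, Prm2, Tssk6 and H1fnt had -0.52, -0.92, -1.11 and -0.67, and Iqcf1 and Tnp1 -0.59 and -0.71. With equal weight per cluster Akap4 reversed, to 0.11. The paper reports the first 5 genes downregulated in KO by RT-qPCR and Akap4, Prm2, Tssk6 and H1fnt upregulated (Fig. 8c). The whole-library medians of the 2 lists were 3.23 at percentile 99.97 and -0.69 at percentile 0.87, or 0.24 at percentile 87.2 and -0.26 at percentile 1.21 with equal weight per cluster.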
